A study of Arabidopsis thaliana with 10 samples. Its data were reported in "Genome-wide binding of SEPALLATA3 and AGAMOUS complexes determined by sequential DNA-affinity purification sequencing" (2020).

How the data were processed

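The libraries were made from genomic DNA of Arabidopsis thaliana seedlings, by seq-DAP-seq for the heteromeric complexes and by DAP-seq of a single protein for SEP3. In this form of DNA-affinity purification, tagged proteins are made in vitro, purified through their tags, and then used to pull down fragments of naked genomic DNA, which are sequenced. The heteromeric complexes went through a FLAG and then a Myc purification and SEP3 through FLAG alone, so comparisons with SEP3 also differ in this step. SEPALLATA3 (SEP3) and AGAMOUS (AG) are MADS-domain transcription factors of the flower that bind DNA as dimers and can assemble into tetramers. The deposited descriptions gave 10 samples. These were 1 input DNA sample, 3 libraries of the SEP3-AG complex, 2 libraries of SEP3Δtet-AG, in which SEP3 carries a change in its tetramerisation region, and 4 libraries of SEP3 alone. Each of the 9 purified libraries came with a peak list, and the input DNA served as the control of all 9.

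Before deposit, the authors trimmed the reads, aligned them with bowtie2 to the TAIR10 nuclear chromosomes, kept uniquely placed reads and removed duplicates. Peaks were called by the authors with MACS2 in each library on its own, against the single input DNA library, with an effective genome size of 120000000 bp and with several summits allowed in a region. Replicates were not pooled in these lists. For each summit the deposited lists gave a fold enrichment, which is a ratio over the local background that MACS2 derived from the input DNA. The deposited lists also gave −log10 of the p-value and of the q-value of each summit, and the lowest −log10 q in any library was 4.01, at the stated threshold. A whole-number score in the deposited lists was a multiple of −log10 q and was not used. Fold enrichment and −log10 p are the authors' values, and they were used here only to describe, rank or filter peaks within a list. Reads and coverage were not used here, so binding strength was not compared between libraries on a common scale. A peak that is missing from a list can be a site bound below the threshold of that library.

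The number of fragments behind each list was recovered from the peak values. MACS2 scales the larger of library and control down to the smaller, and its fold enrichment and p-value together give the pileup of a summit. For the 300 weakest summits of each library, the pileups were whole multiples of a single scale factor in 100% of cases, against 1.00% to 1.67% at the median trial factor. The scale factor gives the depth of a library relative to the input DNA. Absolute fragment numbers also need the mean fragment length, for which the shortest peak region of the library was taken, so they are approximate. All 8 libraries that were scaled down to the input implied the same input depth within 1%, 9.55 M, where M stands for 1000000 fragments. No values of a simulation are given here for this procedure. These depths are of fragments after duplicate removal.

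A peak region was a distinct chromosome, start and end, and its position was that of its best summit. Each summit was extended by 200 bp on either side, and windows that overlapped by at least 50% were taken as the same site. A consensus site of a complex was a window with a summit in at least 2 of its libraries, built from the best-ranked summit downwards. The study pooled replicates with another tool, which is not used here. Overlap of 2 lists was the share of the shorter list found in the longer. Shared sites were given with 95% Wilson binomial intervals, which cover counting error only, beside the share after 1000 seeded circular shifts of a set along the chromosomes. Comparisons of all libraries share a single control, so an input region of low coverage could add the same peak to every list. This chance overlap cannot be simulated from peak lists, and the circular shift does not contain it.

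Gene positions came from the TAIR10.1 annotation, with 27444 protein-coding genes. All peak coordinates lay within the chromosome lengths of that assembly, and CArG boxes were concentrated at the summits, so the coordinates were used as deposited, 1-based. A promoter was the 1000 bp upstream of a gene start. A gene was counted as bound when a site window touched the region from 3000 bp upstream of its start to 1000 bp downstream of its end. Unbound windows were drawn from a pool of 362173 windows that touched no peak of any library, matched to the sites in GC content and annotation class. A CArG box, the sequence bound by MADS-domain dimers, was CC followed by 6 A or T and GG, and was sought within 50 bp of the best summits of the 600 top-ranked regions. SEP3 replicate 1 has fewer regions than that, and all of its 458 were used.

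A palindromic position weight matrix of 16 bp was learned by expectation maximisation (60 rounds) from the 600 best consensus sites of each complex and tested on the remaining sites against unbound windows by the area under the receiver operating curve (AUROC). Learning started from a CArG box, so the motif was refined and not found without a given pattern. For the spacing of CArG boxes, the SEP3-AG matrix was used for all sets, with a score passed once per 1000 bp of unbound sequence and with 5 unbound windows per site. Distances ran between the centres of 2 matches. Windows with at least 2 matches were classed by whether they held a pair at 36, 37, 46, 47, 56 or 57 bp, distances taken from the study's text, and compared by Fisher's exact test with Benjamini-Hochberg adjustment over 4 comparisons. Because the study chose these distances from the same SEP3-AG libraries, the test was repeated, after the results were seen, with the 6 distances most enriched in SEP3-AG sites of 4 chromosomes, counted on the chromosome left out and summed over all 5. The matrix and its threshold came from all chromosomes. The number of unbound windows per site had not been fixed beforehand. It was raised from 1 to 5 after a first run, because few unbound windows held 2 matches. The result for SEP3 was not past 0.05 in that run, so both numbers of windows are given.

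Libraries were compared between complexes by exact two-sided permutation tests on library values. With 3 against 2 libraries there are 10 splits and the smallest p is 0.1. With 3 against 4 there are 35 splits and the smallest p is 0.0286, and with 2 against 4 there are 15 and 0.0667. The similarity of libraries within a complex was tested exactly, one-sided, over all 1260 assignments of 9 libraries to groups of 3, 2 and 4. Rank differences were given as the probability that a shared site ranks above a site that is not shared, per SEP3-AG library, with an exact sign-flip test whose smallest p over 3 libraries is 0.25. Sites are not replicates, so the tests on sites describe these libraries, and leaving out each library in turn gave the error. The genes named in the text were fixed before the data were examined, as those the study uses as examples. The named sites followed a rule fixed at the same time, namely the 5 best-ranked SEP3-AG sites found in all 3 SEP3-AG libraries and overlapping no peak of the other complexes, the 3 best SEP3 sites found in at least 3 SEP3 libraries with no overlapping SEP3-AG peak, and the 3 best sites found in all 9 libraries.

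The alternatives were stricter peaks (−log10 q of at least 10), counting of summits, equal numbers of top summits, overlaps of 80% and 1 bp, consensus in every or in any library, ranking by fold enrichment, wider promoters, looser CArG boxes, other unbound windows, other matrices and match thresholds, 2 other readings of the distance, a replicate block and leaving out each library. Steps were tested on simulated data. Of 4000 simulated sites in 3 simulated libraries, 99.9% of those seen in at least 2 libraries were recovered, and 1.2% of consensus sites were false. A matrix of 10 bp learned from 600 windows with implanted CArG boxes was within 2.57 percentage points of the implanted base shares and gave an AUROC of 0.992 on 2400 windows. Because learning started from the same box that was implanted, this did not test whether an unknown motif would be found. For implanted spacings in 3000 windows, 33.9% were recovered against 35.6% expected, and 4.30% of 2000 random splits of windows without a preferred distance gave p under 0.05. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.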

Results

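Genome-wide binding was compared between a complex able to form tetramers (SEP3-AG, 3 libraries), a complex with the same DNA-binding domains but a changed tetramerisation region (SEP3Δtet-AG, 2 libraries) and SEP3 on its own (4 libraries). The comparison of SEP3-AG with SEP3Δtet-AG asks what tetramerisation adds to DNA binding, and the comparison with SEP3 asks what the partner AG adds. SEP3 was purified through a single tag and the heteromeric complexes through 2 in turn, so the comparison with SEP3 also carries this difference in purification. The SEP3-AG libraries held 8557, 6446 and 9222 peak regions for replicates 1, 2 and 3. SEP3Δtet-AG replicates 1 and 2 held 3259 and 2285 regions. The SEP3 libraries held 458, 1193, 1800 and 8274 regions for replicates 1 to 4. The lists gave 8888, 6643 and 9588 summits for SEP3-AG, 3331 and 2329 for SEP3Δtet-AG, and 473, 1225, 1915 and 8916 for SEP3. Peak names in the list of SEP3 replicate 4 carried another library prefix than those of the other 8 libraries. This prefix marks a possible library batch that holds 1 library of 1 complex, so within-batch values are those without SEP3 replicate 4.

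The depth recovered from the peak values was 11.9, 10.9 and 8.30 M fragments (M, 1000000) for SEP3-AG replicates 1 to 3. It was 12.3 and 20.5 M for SEP3Δtet-AG, and 22.0, 15.7, 15 and 16.9 M for SEP3 replicates 1 to 4. The input DNA held 9.55 M. These are approximate numbers of fragments after duplicate removal, which need not follow the order of the reads sequenced. If the read counts given by the study are from before mapping, some values exceed its mapped reads. The absolute values may therefore be too high. SEP3Δtet-AG libraries were deeper on average than SEP3-AG libraries, although replicate 1 of both complexes was nearly alike (12.3 and 11.9 M). The deepest SEP3 library had the fewest peaks. The median fold enrichment of a region, as given by the authors, was 4.96 ± 0.408 (SD, n = 3) in the SEP3-AG lists, 3.70 ± 0.0956 (SD, n = 2) in the SEP3Δtet-AG lists and 3.45 ± 0.162 (SD, n = 4) in the SEP3 lists. Median region widths ranged from 323 to 477 bp for SEP3-AG, from 346 to 367 bp for SEP3Δtet-AG and from 183 to 233 bp for SEP3. The shortest regions, taken here for the fragment length, were 220 to 313 bp, 258 to 262 bp and 146 to 170 bp in that order. Comparisons with SEP3 thus also carry a difference in this length, whose effect was not tested.

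**Figure D1:**
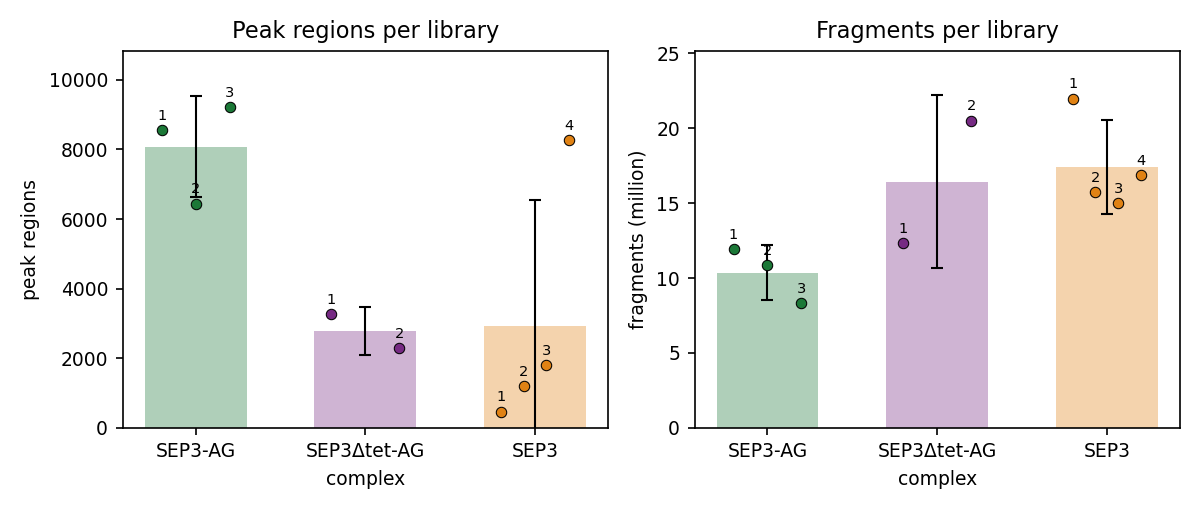
Peak regions per library (left) and recovered fragments per library in M (right) for the 3 complexes; bars are means, error bars are SD, points are libraries and the digits are replicate numbers. All 3 SEP3-AG libraries had more peak regions than both SEP3Δtet-AG libraries, from fewer fragments on average, and SEP3 replicate 4, with 8274 regions, stood far above the other SEP3 libraries.

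SEP3-AG had 8075 ± 1449 peak regions per library (SD, n = 3) and SEP3Δtet-AG had 2772 ± 689 (SD, n = 2). The difference of 5303 regions had no overlap between the groups and reached the smallest p that 10 splits allow (exact permutation test, two-sided, p = 0.1), so this design cannot pass 0.05. Among the alternatives on the same scale, leaving out SEP3-AG replicate 2 moved it most, to 6118 regions. SEP3 libraries averaged 2931 ± 3604 regions (SD, n = 4). The difference of 5144 regions between SEP3-AG and SEP3 did not pass 0.05 (exact permutation test, p = 0.0857), and the groups overlapped through SEP3 replicate 4. Without that library the difference was 6925 regions (exact permutation test, p = 0.1, the smallest possible for 3 against 3). SEP3Δtet-AG and SEP3 differed by -159 regions (exact permutation test, p = 1), less than the spread between SEP3 libraries, and without SEP3 replicate 4 the difference was 1622 regions (exact permutation test, p = 0.2).

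Libraries of the same complex shared more of their summits than libraries of different complexes. On average 91.2% of the shorter list was found in the longer within a complex and 78.2% between complexes, a difference of 13.0 percentage points (exact permutation test over 1260 assignments, one-sided, p = 0.00238). Without SEP3 replicate 4 the difference was 7.15 points (exact permutation test, p = 0.0179). Because long lists contain short ones more easily, the overlap was also taken at the 473 top summits of every library, the number in the shortest list. At this equal number the overlap was 65.3% within and 40.0% between complexes (exact permutation test, p = 0.000794, the smallest that 1260 assignments can give), and this alternative moved the difference most, to 25.3 points. The 3 SEP3-AG pairs shared 79.7% to 85.2% of these summits and the SEP3Δtet-AG pair 79.7%. SEP3 pairs shared 49.5% to 67.2%, and thus less than pairs of either heteromeric complex. Between complexes, SEP3-AG and SEP3Δtet-AG libraries shared 42.7% to 50.5%, SEP3 and SEP3Δtet-AG libraries 44.4% to 51.2%, and SEP3 and SEP3-AG libraries 27.9% to 38.1%. The ranges of SEP3 pairs and of SEP3 with SEP3Δtet-AG overlapped.

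**Figure D2:**
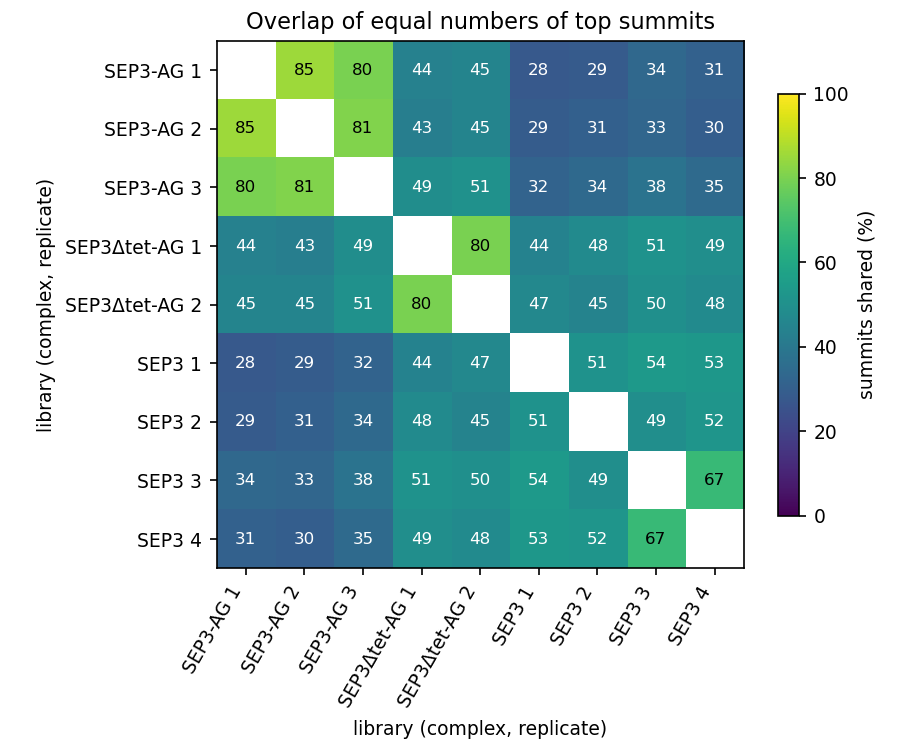
Overlap of the 473 top summits of each library with those of every other library, in percent, for the 9 libraries on both axes; numbers in the cells are rounded percentages. SEP3-AG pairs lie between 79.7% and 85.2%, whereas SEP3-AG with SEP3 lies between 27.9% and 38.1%.

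SEP3-AG had 8199 consensus sites, of which 6353 (77.5%) had a summit in all 3 libraries. SEP3Δtet-AG had 2177, all by definition in both of its libraries. SEP3 had 2223, of which 370 (16.6%) were found in all 4 libraries. The SEP3 number rests on individual libraries. It fell to 849 sites without replicate 4 and to 1214 without replicate 3. Requiring a summit in every library moved it most downwards, to the 370 sites above, and any library gave 8923.

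Of the 8199 SEP3-AG sites, 1957 were shared with SEP3Δtet-AG (23.9%, 95% interval 23.0% to 24.8%) and 6242 were not. Circular shifts gave a mean of 0.730%. Conversely, 89.8% of the SEP3Δtet-AG sites (88.5% to 91.0%) were shared with SEP3-AG, against 2.76% after shifts. SEP3-AG sites were shared with SEP3 in 21.2% of cases (20.3% to 22.1%), and SEP3 sites with SEP3-AG in 78.5% (76.7% to 80.2%). SEP3 and SEP3Δtet-AG shared 53.1% of the SEP3 sites and 53.8% of the SEP3Δtet-AG sites, against shifted means of 0.739% and 0.744%. In these lists 5651 SEP3-AG sites were shared with neither other complex and 1145 with both. Only 196 SEP3Δtet-AG and 448 SEP3 sites were shared with neither other complex. The asymmetry between directions depended on list length. With the 2329 top summits of each heteromeric library, 46.2% of SEP3-AG sites were shared with SEP3Δtet-AG and 56.6% of SEP3Δtet-AG sites with SEP3-AG. Without SEP3 replicate 4, SEP3-AG sites were shared with SEP3 in 9.34% of cases and SEP3 sites with SEP3-AG in 90.7%.

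The share of a library's summits that fell in the SEP3-AG consensus was 86.4 ± 1.87% for SEP3Δtet-AG (SD, n = 2) and 75.9 ± 18.6% for SEP3 (SD, n = 4). The difference of 10.5 percentage points was within the spread of the SEP3 libraries (exact permutation test, p = 0.6). SEP3 replicate 4, with 49.6%, set most of it, since without this library the difference was 1.70 points (exact permutation test, p = 0.8). For the 473 top summits the shares were 98.9% and 99.8% in the SEP3Δtet-AG libraries and between 93.4% and 96.8% in the SEP3 libraries. The strongest peaks of each of these libraries thus lay almost entirely in SEP3-AG sites.

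SEP3-AG sites shared with SEP3Δtet-AG ranked above SEP3-AG sites not shared. The probability that a shared site ranked higher was 0.763 ± 0.0128 (SD, n = 3) and lay above 0.5 in 3 of 3 libraries (exact sign-flip test, p = 0.25, the smallest possible). For sharing with SEP3 it was 0.718 ± 0.0113 (SD, n = 3; exact sign-flip test, p = 0.25). The shared sites were therefore mostly, but not all, among the stronger SEP3-AG sites. In SEP3-AG replicate 1 the median shared site ranked at 19.7% of the list and the median site not shared at 52.8%. For sharing with SEP3Δtet-AG, consensus sites with a summit in any library moved the probability most, to 0.728. For sharing with SEP3 it ran from 0.647 with any library to 0.804 with every library.

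Peak summits were more frequent in promoters than the genome share of 22.8% covered by them. The share in promoters was 38.3 ± 1.12% for SEP3-AG (SD, n = 3), 41 ± 0.468% for SEP3Δtet-AG (SD, n = 2) and 40.0 ± 4.15% for SEP3 (SD, n = 4). SEP3-AG and SEP3Δtet-AG did not overlap and differed by -2.76 percentage points (exact permutation test, p = 0.1, the smallest possible). At equal numbers of top regions, which moved it most, the difference was -0.773 points and the groups overlapped (exact permutation test, p = 0.6). SEP3-AG and SEP3 differed by -1.70 points (exact permutation test, p = 0.486), and SEP3Δtet-AG and SEP3 by 1.05 points (exact permutation test, p = 0.933). Both lay within the spread between SEP3 libraries. The first of them moved most without SEP3 replicate 2 among fits that left out a library, to -3.74 points (exact permutation test, p = 0.1, the smallest possible for 3 against 3), and without another SEP3 library it ran from -1.39 to -0.836. Without SEP3 replicate 4 the differences were -1.39 (exact permutation test, p = 0.6) and 1.37 points (exact permutation test, p = 1). At an equal number of top regions the difference between SEP3-AG and SEP3 had the opposite sign, 2.77 points (exact permutation test, p = 0.4). Coding exons, which make up 28.3% of the genome, held 5.61 ± 0.495% of SEP3-AG regions (SD, n = 3), 4.84 ± 0.156% of SEP3Δtet-AG regions (SD, n = 2) and 4.09 ± 2.41% of SEP3 regions (SD, n = 4). Introns held 16.8 ± 0.690%, 16 ± 0.889% and 16.6 ± 4.84%, against 15.2% of the genome. SEP3 replicate 2 differed from the other SEP3 libraries in having 33.9% of regions in promoters and 23.6% in introns.

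A CArG box without mismatch lay within 50 bp of the summit in 16.7 ± 0.601% of the 600 top SEP3-AG regions (SD, n = 3), in 18.6 ± 0.825% for SEP3Δtet-AG (SD, n = 2) and in 19.3 ± 2.79% for SEP3 (SD, n = 4). In matched unbound windows the shares were 0.278%, 0.583% and 0.526%. In windows 1000 bp to the side they were 0.397%, 0.405% and 0.389%, taken over all regions. With 1 mismatch allowed, which moved the shares most, they were 69.2 ± 1.89%, 74.3 ± 0.118% and 72.1 ± 2.72%. SEP3-AG and SEP3Δtet-AG differed by -1.92 percentage points, with no overlap (exact permutation test, p = 0.1, the smallest possible). Binomial intervals of single libraries, such as 13.4% to 19.3% for SEP3-AG replicate 1, were wider than this difference. SEP3-AG and SEP3 differed by -2.67 points (exact permutation test, p = 0.143) and SEP3Δtet-AG and SEP3 by -0.749 points (exact permutation test, p = 0.933). Without SEP3 replicate 2, which had the highest share (23.3%), the difference between SEP3-AG and SEP3 was -1.33 points (exact permutation test, p = 0.2), and without replicate 3 it was -3.44 (exact permutation test, p = 0.1). Without SEP3 replicate 4 the differences were -3.11 (exact permutation test, p = 0.2) and -1.19 points (exact permutation test, p = 0.9). Over all regions of each library the share fell to 9.03% for SEP3-AG, 12.7% for SEP3Δtet-AG and 14.7% for SEP3.

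Matrices learned from the 600 best sites separated the remaining sites from unbound windows with an AUROC of 0.885 (95% interval 0.880 to 0.891, 7599 sites) for SEP3-AG, 0.939 (0.93 to 0.947, 1577 sites) for SEP3Δtet-AG and 0.928 (0.919 to 0.937, 1623 sites) for SEP3. Without SEP3 replicate 4, and likewise without replicate 3, the SEP3 value was 0.948. Restricting the matrix to 10 bp moved these values most, to 0.786, 0.848 and 0.866. Applied to SEP3Δtet-AG sites, the SEP3-AG matrix gave 0.940, and the SEP3 matrix gave 0.938, both within the interval of the SEP3Δtet-AG matrix itself. In the other direction, the SEP3Δtet-AG matrix gave 0.882 on SEP3-AG sites, also within the interval. The SEP3 matrix gave 0.879 on SEP3-AG sites, and the SEP3-AG and SEP3Δtet-AG matrices gave 0.915 and 0.911 on SEP3 sites, all below the interval of the set's own matrix. All 3 matrices, each started from a CArG box, had C in over 93% of cases at position 1 of the box. At position 3, A had a share of 75.2% in the SEP3 matrix, 62.8% in the SEP3-AG matrix and 62.7% in the SEP3Δtet-AG matrix.

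The spacing of CArG boxes was compared because a tetramer can contact a pair of boxes at once. Among 3528 SEP3-AG windows with 2 matches, 451 (12.8%) held a pair at the preferred distances, against 50 of 2186 unbound windows (2.29%). The odds ratio was 6.26 (95% interval 4.62 to 8.35; Fisher's exact test, adjusted p = 2.9e-49). The preferred distances came from the study, which had found them in these same SEP3-AG libraries, so this p and those that follow for the same distances do not test them independently. With distances chosen on 4 chromosomes and counted on the one left out, 12.9% of SEP3-AG windows with 2 matches held a pair, against 2.42% of unbound windows, an odds ratio of 5.94 (4.42 to 7.87). The chromosomes left out still belong to the same libraries. At the study's distances the share was 9.06% for SEP3Δtet-AG (118 of 1302 windows) against 1.89% in unbound windows, an odds ratio of 5.18 (2.77 to 9.02; Fisher's exact test, adjusted p = 2.26e-10). For SEP3 it was 5.62% (68 of 1210) against 1.81%, an odds ratio of 3.23 (1.65 to 5.85; Fisher's exact test, adjusted p = 0.000107). These 2 odds ratios do not by themselves show a preference for these distances. At distances 5 bp below and above, SEP3Δtet-AG windows held pairs in 9.29% and 8.06% of cases, and unbound windows in 3.62% and 4.56%. For SEP3 windows these were 8.26% and 7.19%, against 4.45% and 5.11%. Unbound windows touched no peak of any library, which can itself make pairs at SEP3-AG distances rarer in them. The SEP3 result rests on a choice made after a first run and is not established. That run, with 1 unbound window per site from another draw and a match threshold per complex, gave 2.14 (Fisher's exact test, unadjusted p = 0.270), and the number was then raised to 5. With 1 window per site from the draw used here the odds ratio was 3.64 (Fisher's exact test, unadjusted p = 0.0566). The result was also not past 0.05 without SEP3 replicate 4 (odds ratio 1.84; Fisher's exact test, unadjusted p = 0.11). In the draw used here, 1 window per site gave an odds ratio of 8.61 for SEP3-AG and 3.15 for SEP3Δtet-AG. Both were past 0.05 (Fisher's exact tests, unadjusted p = 3.23e-17 and 0.0196). With 1 match per 2000 bp the SEP3Δtet-AG odds ratio was 2.16 (Fisher's exact test, unadjusted p = 0.0939). Whether the complexes differ from each other in their odds ratios was not tested. SEP3-AG sites not shared with SEP3Δtet-AG held a preferred pair in 14.2% of windows with 2 matches (331 of 2326) and shared sites in 9.98% (120 of 1202), an odds ratio of 1.5 (1.2 to 1.86; Fisher's exact test, adjusted p = 0.000294). With distances chosen on the other chromosomes it was 1.38 (1.11 to 1.72). The way the distance is measured affected this comparison most. If the study's distances are read as the gap between 16 bp motifs, the centres lie 52, 53, 62, 63, 72 or 73 bp apart, away from the maxima of SEP3-AG given below, and the odds ratio was 0.565. The promoter sequence of the gene KNU printed by the study goes against that reading. Its boxes lie at the study's stated spacing from start to start, which is the distance between centres used here.

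Distances from 10 to 100 bp were also tested one by one. For SEP3-AG, 23 of 91 distances were enriched over unbound windows after Benjamini-Hochberg adjustment (Fisher's exact tests), for SEP3Δtet-AG 13 and for SEP3 4. Without adjustment, 35, 29 and 18 distances were enriched at 0.05. The most frequent distances in SEP3-AG were 46 bp (2.69% of windows with 2 matches, against 0.274% in unbound windows) and 48 bp (2.66% against 0.595%), followed by 36 bp (2.47% against 0.320%). In SEP3Δtet-AG the distances of 20 to 22 bp were also enriched, with 2.69% at 21 bp against 0.786%.

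**Figure D3:**
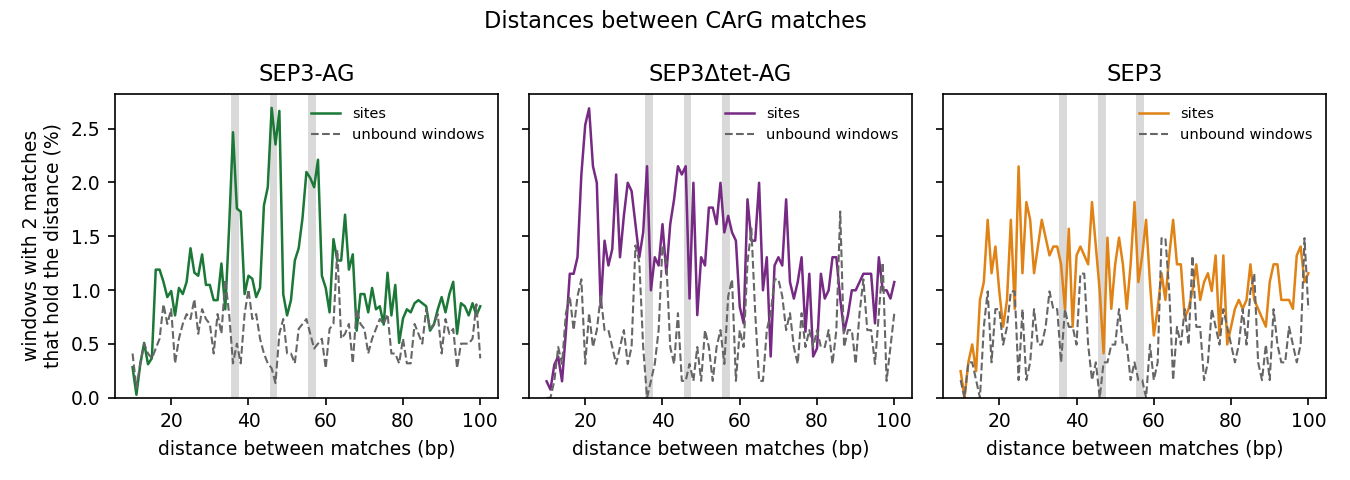
Share of windows with 2 CArG matches that hold a given distance between match centres (vertical axis, percent) against that distance in bp, for sites (solid) and matched unbound windows (dashed) of the 3 complexes; grey bands mark the preferred distances. SEP3-AG shows separate maxima in or next to the bands, with 2.69% at 46 bp against 0.274% in unbound windows.

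Within the gene regions used, 10339 of 27444 protein-coding genes (37.7%) had a SEP3-AG consensus site, 3297 (12.0%) a SEP3Δtet-AG site and 3263 (11.9%) a SEP3 site. Of these, 3100 genes were common to SEP3-AG and SEP3Δtet-AG, and 1943 to all 3 complexes. The SEP3 number was 1350 without replicate 4 and 1948 without replicate 3. From 1000 bp upstream to the gene end, the numbers were 6307, 1876 and 1825.

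Of 14 genes fixed beforehand, 11 had a peak in all 3 SEP3-AG libraries, 7 in both SEP3Δtet-AG libraries and 3 in all 4 SEP3 libraries. The study named most of these genes as bound, or as not bound, in these same SEP3-AG libraries. The SEP3-AG count was thus largely set by the choice of genes, and the counts are no independent comparison of the complexes. SUPERMAN (SUP, AT3G23130, chromosome 3, 8242256 to 8243372 in TAIR10 coordinates, as are all positions) had the highest fold enrichment of the 14 genes in the SEP3-AG lists. Its best summit in SEP3-AG replicate 1, at position 8241341, lay 915 bp upstream of the gene start, and the fold enrichment was 13.6 to 15.6 over the 3 lists. SUP also had peaks in both SEP3Δtet-AG libraries and in 3 of 4 SEP3 libraries. AG itself (AT4G18960, chromosome 4, 10382856 to 10388539), SHP2 (AT2G42830) and HEC1 (AT5G67060) had peaks in all 9 libraries. The AG peak of highest rank differed in place. It lay 143 to 151 bp upstream of the gene start in the SEP3-AG libraries, and within the gene, between positions 10386531 and 10386553, in the SEP3Δtet-AG and SEP3 libraries. KNU (AT5G14010, chromosome 5, 4522149 to 4522935) had peaks in all SEP3-AG and SEP3Δtet-AG libraries, 1197 to 1231 bp upstream of its start, and in 2 of 4 SEP3 libraries. CUC2 (AT5G53950) showed the same pattern of calls, and AGL18 (AT3G57390) the same but in 3 of 4 SEP3 libraries.

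SPL (AT4G27330, chromosome 4, 13682078 to 13683594) and ABCB11 (AT1G02520, chromosome 1, 523536 to 529069) had peaks in the 3 SEP3-AG libraries and in no other. These were weak, at ranks no better than 55.8% and 53.1% of the lists. GMI1 (AT5G24280, chromosome 5, 8251220 to 8262603) had SEP3-AG peaks with a fold enrichment of 11.6 to 13.5 within the gene, between positions 8258841 and 8258851, and peaks in 1 of 2 SEP3Δtet-AG and 1 of 4 SEP3 libraries. The SEP3 peak of highest rank lay at 8258857, the same place (fold enrichment 3.39). The SEP3Δtet-AG peak lay elsewhere, at 8262844, 241 bp upstream of the gene start, and was weak (fold enrichment 2.76, at 90.2% of the list). The SEP3 gene (AT1G24260) had peaks in all 3 SEP3-AG libraries, 1 SEP3Δtet-AG library and 2 SEP3 libraries. SHP1 (AT3G58780) had no peak in any library. CRC (AT1G69180) and HEC2 (AT3G50330) had none in the heteromeric libraries and each had a peak in 1 SEP3 library.

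In all, 2285 SEP3-AG sites were called in all 3 SEP3-AG libraries and overlapped no peak of the other 6 libraries. The best-ranked of them lay on chromosome 5 from 6655070 to 6655470, in an intron of STT3A (AT5G19690), with fold enrichments of 14.1, 14.6 and 15.5 in replicates 1 to 3. The next, on chromosome 5 from 16770404 to 16770804, lay in an intron of AT5G41900 and held a pair of matches 47 bp apart. The site on chromosome 5 from 18843086 to 18843486, in a coding exon of RPS6 (AT5G46470), held the box CCTTATTAGG at 18843259 to 18843268. The remaining sites of the 5 lay in a UTR exon of AGL94 (AT1G69540, chromosome 1, 26147156 to 26147556) and in an intron of AT3G24230 (chromosome 3, 8775494 to 8775894).

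Conversely, 38 SEP3 sites found in at least 3 SEP3 libraries overlapped no SEP3-AG peak. The best-ranked were on chromosome 5 from 18132715 to 18133115, 2300 bp upstream of AT5G44900, on chromosome 5 from 3050865 to 3051265, in the promoter of ACT7 (AT5G09810), and on chromosome 1 from 18544752 to 18545152, 918 bp from AT1G50040. None of the 3 held a CArG box without mismatch. A further 318 sites were called in all 9 libraries. The best-ranked lay on chromosome 3 from 15564912 to 15565312, 112 bp upstream of AT3G43660, with matches 46 bp apart and fold enrichments of 18.2 to 21.4 in SEP3-AG lists. The second, on chromosome 3 from 10940063 to 10940463, lay 42 bp from HB34 (AT3G28920). The third, on chromosome 1 from 6682841 to 6683241 in an intron of AT1G19330, held the box CCAAAAAAGG at 6683047 to 6683056 and matches 46 bp apart.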

Values the study reported

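The study reported about 6200 bound sites for SEP3-AG, about 2300 for SEP3 and about 2000 for SEP3Δtet-AG. For position weight matrices it gave AUROC values of 0.839 for SEP3-AG, 0.9 for SEP3 and 0.916 for SEP3Δtet-AG, which rose to 0.869, 0.924 and 0.939 with a flexible model. It described CArG boxes 36 to 37, 46 to 47 and about 57 bp apart as enriched in SEP3-AG regions, and found no such distances in the SEP3Δtet-AG or SEP3 regions.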

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

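The tests of a batch and of depth in this part were chosen after the results were seen, and those of labels and of noise before. Among 4 SEP3 libraries, replicate 4 stood far above the other 3 in the number of summits, with 8916 against 473, 1225 and 1915. Divided by the whole range, its gap to the nearest library was just past Dixon's critical level for 4 libraries in summits and just short of it in regions. This was 1 of 15 measures examined in these libraries, and chance passes the level in about 1 of 20.

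A mislabelled SEP3-AG library would share its strongest sites with SEP3-AG. Instead, the 473 top summits of replicate 4 overlapped those of the other SEP3 libraries by 57.5% on average and those of SEP3-AG libraries by 31.9%, a difference of 25.7 percentage points. Peaks without binding would lack CArG boxes. The 6145 regions found in replicate 4 and in no other SEP3 library held a box within 50 bp in 7.37% of cases (95% interval 6.74% to 8.05%), against 0.391% in unbound windows, so noise cannot account for them as a whole, and 41.1% lay in SEP3-AG consensus sites. Deeper sequencing is argued against by the recovered depth, as replicate 4 had 0.768 times the fragments of the deepest SEP3 library, which had the fewest peaks. What remains open is another library batch. Replicate 4 is the 1 library of 9 with another name prefix, so batch and library cannot be told apart, and a better yield of active protein in that purification was not tested. No biological explanation was tested, since the labels give the 4 libraries as the same complex.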

How the results depend on the processing

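The alternatives of 1 unbound window per site, of the first run and of distances chosen on the other chromosomes were added after the data were seen, and the others were planned. Of 309 values under an alternative, 221 kept their call or stayed within their spread or count limit, 8 were weaker, 70 moved and 10 were reversed. In all 11 changed sign, of which 1, with a single SEP3Δtet-AG library and so no test, counts as within its spread. For the difference in peak number between SEP3-AG and SEP3Δtet-AG or SEP3, the similarity of libraries within complexes, the higher rank of shared sites and the spacing in SEP3-AG windows, no alternative changed the direction or the call. Several of these designs cannot reach 0.05, so an unchanged call says little there. Causes were not tested unless stated.

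The difference in peak number between SEP3Δtet-AG and SEP3 changed sign at −log10 q of at least 10 (590 regions), with log10 numbers (0.208) and under the replicate block (1947), and leaving out single libraries gave -984 to 1622, positive without SEP3 replicate 4 (1622) or SEP3Δtet-AG replicate 2 (328). Promoter shares of SEP3-AG against SEP3 changed sign at equal numbers of top regions (2.77 points). For SEP3Δtet-AG against SEP3, leave-one-out values ran from -0.983 to 1.92 points for promoters and from -1.53 to 0.585 for CArG boxes, with the sign changing without SEP3 replicate 2, and 1 mismatch gave 2.20 points for boxes. None of these differences passed 0.05.

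The replicate block, with exact sign-flip tests, changed the sign of one other result, the share of summits in the SEP3-AG consensus (-1.22 points, exact p = 1), and changed no call. It used 2 or 3 pairs, for which the exact test cannot go below p = 0.5 or 0.25. Same-numbered libraries did not deviate together, with correlations over sites from -0.218 to 0.119 in 7 pairs, so the libraries share only a number.

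Numbers of sites moved with the consensus rule, by construction. A summit in any library gave 3482 SEP3Δtet-AG and 8923 SEP3 sites, and every library gave 370 SEP3 sites. Stricter peaks gave 1401 SEP3 sites, and leaving out a library 849 to 2209. Genes followed, with 5031 and 10421 under any library, 583 for SEP3 under every library, and 1350 to 3246 for SEP3 without a library. The shorter gene region gave 6307, 1876 and 1825 genes for SEP3-AG, SEP3Δtet-AG and SEP3.

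Shared sites moved as well. SEP3-AG sites shared with SEP3Δtet-AG were 28.7% in every library, 29.8% in any, 46.2% at equal numbers and 24.3% to 28.3% without a library. SEP3-AG sites shared with SEP3 were 5.43%, 48.3% and 36.3% under these settings, 15.2% with stricter peaks, 20.1% at 80% overlap and 9.34% to 24.8% without a library. For SEP3Δtet-AG sites in SEP3-AG, every library gave 83.7%, 80% overlap 87.8%, equal numbers 56.6% and leaving out a library 84.1% to 88.8%. For SEP3 sites in SEP3-AG the values were 93.5% (every), 57.5% (any), 87.2% (stricter), 74.7% (80% overlap), 81.7% (1 bp), 34.5% (equal numbers) and 72.4% to 90.7% (without a library). SEP3 sites in SEP3Δtet-AG gave 88.4%, 31.4%, 65.5% and 47.2% for every, any, stricter and equal numbers, and 53.1% to 77.4% without a library. SEP3Δtet-AG sites in SEP3 gave 15%, 79.6%, 44.0% and 61.5% in that order, and 30.1% to 53.6%. The cause was not tested.

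The AUROC with windows 1000 bp to the side was 0.874 for SEP3-AG and 0.928 for SEP3Δtet-AG. With 10 bp matrices it was 0.786, 0.848 and 0.866 for SEP3-AG, SEP3Δtet-AG and SEP3. The SEP3 matrix gave 0.879 on SEP3-AG, and the SEP3-AG and SEP3Δtet-AG matrices gave 0.915 and 0.911 on SEP3. Leaving out libraries gave 0.886 to 0.892 for SEP3-AG and 0.932 to 0.948 for SEP3.

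For spacing, the odds ratio over the alternatives ran from 1.73 to 8.61 for SEP3-AG and from 2.12 to 5.57 for SEP3Δtet-AG. Both were lowest for gaps between 16 bp motifs, and windows to the side gave 3.43 and 2.91. The SEP3Δtet-AG odds ratio was no longer past 0.05 (unadjusted) with 1 match per 2000 bp (2.16). The SEP3 odds ratio was not past it for gaps between 16 bp motifs (1.25), windows to the side (1.47), every library (3.21), 80% overlap (1.64), 1 unbound window per site (3.64) or the first run (2.14), and ran from 1.84 to 3.49 without a library, not past it without replicate 4. With 1 match per 2000 bp no unbound window of the SEP3 set held a preferred pair, so that odds ratio has no value. Sites not shared against shared sites reversed for gaps between 16 bp motifs (0.565). That reading places centres 52, 53, 62, 63, 72 or 73 bp apart, distances each held by 0.822% to 1.47% of SEP3-AG windows with 2 matches, against 2.69% at 46 bp. The KNU promoter sequence printed by the study goes against that reading, as stated above.

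Leaving out a SEP3Δtet-AG library leaves a single list, from which no consensus can be built, so such fits were not run for results that need it. Windows to the side do not enter the comparison of sites not shared with shared sites. A site under the threshold of a list counts as not shared, and whether depth limits the shared sites in this way was not tested.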

Other observations

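The tests of depth and of fragment length were chosen after the results were seen, and so was the present form of every spacing test, with distances chosen on 4 chromosomes and counted on the one left out. SEP3-AG had more peaks than SEP3Δtet-AG. Depth is argued against as the cause, since SEP3-AG libraries held 0.631 times as many fragments on average after duplicate removal (10.4 against 16.4 M), and the SEP3-AG library with the fewest fragments, replicate 3 with 8.30 M, had the most peaks. If the lists differed in length alone, equal numbers of top summits would coincide. At 2329 summits, libraries of one complex shared 87.4% and libraries of the different complexes 50.8%, a gap of 36.7 percentage points. Fragment length stays open. The shortest region of SEP3-AG replicate 3 was 0.846 times the SEP3Δtet-AG mean although it had the most peaks, but this is a single library and the means were alike (272 and 260 bp). A difference in the amount or activity of purified protein was not tested here. The study described similar amounts made in both reactions, and more SEP3Δtet-AG than SEP3-AG kept after the FLAG step. That speaks against a larger amount of SEP3-AG at that step, but not on activity. Stronger binding by the complex that can form tetramers stays open here as well, as a hypothesis that the peak lists alone cannot decide. The study did compare normalized read coverage, which was not used here. It reported the highest intensity for SEP3-AG at sites common to the complexes, and read this as higher affinity.

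Preferred CArG spacings were more frequent in SEP3-AG sites than in unbound windows. The study chose these distances from the same SEP3-AG libraries, and the choice alone could raise them. Bound windows could also hold pairs at any distance more often. Distances chosen on the other chromosomes gave an odds ratio of 5.94 (4.42 to 7.87) in SEP3-AG sites, and the higher of those 5 bp below and above was 2.28 (1.71 to 2.99). The intervals do not meet, so both are argued against as the whole cause for SEP3-AG. For SEP3Δtet-AG the values were 5.57 (2.98 to 9.68) and 2.69 (1.71 to 4.09), and for SEP3 they were 3.89 (2.00 to 6.99) and 1.76 (1.14 to 2.65). These intervals overlap, so for SEP3Δtet-AG and SEP3 the odds ratios cannot tell the chosen distances from pairs at any distance, because few unbound windows hold such pairs. Within SEP3-AG windows the chosen distances were held by 12.9% and those 5 bp below and above by 6.35% and 6.52%. Within SEP3Δtet-AG windows these were 9.68%, 9.91% and 8.22%, and within SEP3 windows 6.69%, 8.10% and 6.69%. Only SEP3-AG windows thus held the chosen distances more often than both others. This argues against a preference as strong as that of SEP3-AG in the SEP3Δtet-AG and SEP3 sites.

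The contrast between SEP3-AG sites not shared with SEP3Δtet-AG and shared sites was that preferred pairs were more frequent in the former. With distances chosen on the other chromosomes the odds ratio was 1.38 (1.11 to 1.72), which argues against the choice of distances as its whole cause. Shared sites rank higher and hold more pairs of matches at other distances. At distances 5 bp above the chosen ones the odds ratio was 0.628 (0.479 to 0.822) and 5 bp below it was 0.406 (0.310 to 0.534), both in the opposite direction, which argues against more chance pairs in the sites not shared. Within 10 equal classes of SEP3-AG rank the Mantel-Haenszel odds ratio was 4.40 (95% interval 3.27 to 5.93), against 1.38 without rank. Pairs at the chosen distances became rarer from the best class to the last in both groups. A lower rank would thus lower them in the sites not shared, which argues against it as the cause. If such pairs raise the SEP3-AG rank itself, comparing within classes can enlarge the odds ratio, so 4.40 is no measure of the contrast. In the best class, 45.6% of windows with 2 matches in sites not shared (52 of 114) held such a pair, against 23.9% in shared sites (99 of 415). In the next class these were 25.6% and 5.83%, and in the last 4.09% and 0%. Copies of one repeated sequence are argued against as well, since keeping 1 site of each set of like sequences left out 91 sites and gave 1.39 (1.12 to 1.73). A candidate explanation is that strong SEP3-AG sites absent from the SEP3Δtet-AG lists are those where a pair of boxes at these distances is needed, as a tetramer would use them. Here it is a hypothesis found and tested on the same libraries. Outside them, the study ran gel assays of binding to DNA of the KNU promoter with changed distances between boxes. It reported that tetramer binding by SEP3-AG depended on the distance, and that SEP3Δtet-AG bound all probes as a dimer. KNU itself had SEP3Δtet-AG peaks, so it is not one of the sites absent from those lists.

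A total of 318 sites were called in all 9 libraries against the same input DNA. Low coverage of the input at these places could make peaks in every library. These sites held a CArG box within 50 bp in 20.4% of cases (95% interval 16.4% to 25.2%), against 0.629% in matched unbound windows, which argues against it for the set as a whole.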
